A study of Mus musculus with 64 samples. Its data were reported in "Seizure evolution in a mouse model of West syndrome involves complex and time-dependent synapse remodeling, gliosis and alterations in lipid metabolism" (2025).

How the data were processed

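Frontal cortex and hippocampus were collected from *Cyfip2* +*/R87C knock-in (KI) mice and wild-type (WT) littermates on the C57BL/6N background at 4 ages, given as the postnatal week (PWK): PWK 1, PWK 7, PWK 14 and PWK 28. Each of the 16 groups of genotype, age and region held 4 libraries, one per mouse, which gave 64 stranded RNA-seq libraries. All groups were taken from the sample labels.

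The authors quantified transcripts with Salmon on the GRCm38 mouse genome, imported the estimates with tximport and scaled them with DESeq2. The deposited table gives this normalized signal, an estimated gene count divided by size and transcript length factors that were computed over all 64 libraries together. The values bore this out: the median log ratio to the geometric mean was the same in every library, with a range of 8.0e-15. The table held 18432 genes, and the lowest mean of any gene over the libraries was 4.25, so that weakly expressed genes had been removed before deposit. No reads were aligned or counted here. Gene names, biotypes and positions came from the GENCODE annotation of GRCm38 by Ensembl gene ID. It matched 18420 of the IDs and left 12 unmatched, and 15496 of the genes were protein-coding.

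The normalized values of a library summed to between 29.2 and 32.6 M, with a median of 31.1 M, but scaling has made these totals alike. The smallest step between the low values of a library, which stands for about 1 read, lay between 0.800 and 1.29. Dividing the totals by this step gave between 24.9 and 36.9 M estimated reads per library, with a median of 31.2 M. Whole reads could not be recovered, because only 26.0% of the low values in the lowest library and 59.5% in the highest lay within 0.1 read of a whole number, where chance gives 20.0%. Precision was therefore judged from the spread between the 4 replicates of a group and not from counting error. A library listed between 61 and 248 genes at 0. The 10 most abundant genes took between 5.86% and 9.98% of a library's total. The highest correlation between any 2 libraries was 0.989, and none was a copy of another. All libraries expressed Y-linked genes, with at least 826 normalized counts of *Ddx3y* and at least 370 of *Uty*.

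The tests were planned for raw counts with a count model. Since the table holds normalized values, the fallback named in the same plan was used for all comparisons: limma-trend (limma 3.58.1 in R 4.3.3) on log2 of the value plus a pseudocount of 1, with limma's default prior. Each genotype comparison used the 4 KI and 4 WT libraries of an age and region, without covariates, and genes with a mean value of at least 1 in these libraries. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 from limma's moderated test. Fold changes are on the log2(value + 1) scale, which understates the change of weakly expressed genes. Where all libraries of a group were listed at 0, no fold change between the genotypes is given. Interactions of genotype with age (PWK 28 against PWK 14) or with region were tested with limma in the 16 libraries involved. Gene sets were 20 short lists of marker and pathway genes, tested among all genes with camera at a preset inter-gene correlation of 0.01 and adjusted over the 20 lists within each comparison. One of these lists, called the study's synaptic list here, holds synaptic genes that the study had picked from these same libraries and is not independent of them. Group values are means ± SD with n = 4. Scores of a list were the mean log2 value of its genes in each library and were compared with exact two-sided permutation tests, for which 4 against 4 libraries cannot go below 0.0286.

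Genes are named by a rule that was set, with the tests, the lists and most alternatives, before the data were examined. The rule takes a fixed list of 24 genes, of which 21 were in the table; for each genotype comparison up to 3 genes per direction with the largest fold changes among the called genes that had a mean CPM of at least 1 in the higher group and no overlap between KI and WT libraries; and the 2 genes with the smallest p for each interaction. Genes outside the rule are marked where they appear.

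The labels number the replicates from 1 to 4 in each group, and both regions were dissected from each mouse. Whether equal numbers mark one mouse was checked with each library's deviations from its group mean over the 12819 genes with a mean value of at least 100.0. The cortical and hippocampal libraries of one number deviated together more than those of different numbers, with a mean correlation of 0.140 against -0.046 and 17 of 32 pairs over 0.1. In WT mice the pairs lay between 0.10 and 0.26 at PWK 1 and between -0.001 and 0.21 at PWK 14. At PWK 7 and 28 the WT pairs lay only between -0.06 and 0.06 and between -0.07 and 0.05, so this measure gives little evidence of pairing there. In a further check, 296 genes that tracked across regions were picked in the KI mice and applied to the WT mice, where equal numbers gave the best of the 24 possible pairings at PWK 1, 7 and 14 and the second best at PWK 28. Equal numbers of one genotype were therefore taken as one mouse, and region interactions were also fitted with the mouse as a block.

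The alternatives were scaling factors recomputed within the libraries compared, no filter, a mean CPM of at least 1, a pseudocount of 0.1, a replicate block, all 64 libraries in one fit, an absolute log2 fold change of at least 1, leaving out each replicate, and, for gene sets, fry and an estimated inter-gene correlation. Sample quality weights, total-sum scaling and a correction for GC content and gene length were added after the data had been seen. Tests on simulated values with the same number of libraries recovered 100% of 200 changed genes, with 3.38% of the 207 calls made on unchanged genes. They called 0 of 18321 genes when none was changed, where 5.07% had an unadjusted p under 0.05. In the simulated interaction, 98.5% of the changed genes were called. The changed genes had mean values of at least 100 and log2 fold changes of 1 or 2 in size. Their noise was drawn independently for each gene and alike in both genotypes. At PWK 14 and 28 the median size of the real calls lay between 0.40 and 0.56. The power for changes of that size was therefore not measured. Figures and tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Count models, splicing, the single-nucleus, proteomic and lipidomic data and the sequencing reads themselves were not used here. Results of 2 listed genes are not reported here, although both remain in the gene lists and counts.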

Results

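RNA levels were measured by sequencing in the frontal cortex and hippocampus of mice that carry the Arg87Cys change in 1 copy of *Cyfip2* (*Cyfip2* +*/R87C, labelled knock-in or KI) and of their wild-type (WT) littermates. At each of PWK 1, 7, 14 and 28, each region was sampled in 4 KI and 4 WT mice, giving 8 genotype comparisons within 64 libraries. The sequencing depth was estimated at between 24.9 and 36.9 M reads per library. It differed most between genotypes in the hippocampus at PWK 7, where KI libraries averaged 33.0 M and WT libraries 28.7 M estimated reads (exact two-sided permutation test, p = 0.0571, n = 4 per group). In the other 7 comparisons this p lay between 0.457 and 0.857. Values are normalized counts as scaled by the authors, and coordinates refer to GRCm38.

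The level of the edited gene was examined first, because the knock-in changes a codon of *Cyfip2* (chromosome 11, 46193850 to 46312859, minus strand) and not its copy number. In cortex, *Cyfip2* was at 19505 ± 541 (SD, n = 4) in KI and 18112 ± 1196 (SD, n = 4) in WT mice at PWK 1, and at 38346 ± 694 (SD, n = 4) and 35623 ± 750.1 (SD, n = 4) at PWK 7. At PWK 14 it was at 33510.3 ± 4130.4 (SD, n = 4) in KI and 41799 ± 1928 (SD, n = 4) in WT cortex, and at PWK 28 at 25727 ± 3577 (SD, n = 4) and 34727 ± 608 (SD, n = 4). Every KI library lay below every WT library at PWK 14 and 28, and above every WT library at PWK 7. The log2 fold change in cortex was 0.11 (adjusted p = 0.908) at PWK 1, 0.11 (adjusted p = 0.416) at PWK 7, -0.33 (SE 0.09, adjusted p = 0.0539) at PWK 14 and -0.44 (SE 0.09, adjusted p = 0.0058) at PWK 28 in limma's test, so that it passed the threshold at PWK 28. The PWK 14 value lay close to the threshold. Across the 8 fits that each left out 1 library, its adjusted p ranged from 0.0186 (without KI replicate 3) to 0.144. In hippocampus, the log2 fold change was 0.07 at PWK 1, -0.07 at PWK 7, -0.20 at PWK 14 and -0.04 at PWK 28, with limma's adjusted p between 0.410 and 0.887, so no difference larger than the replicate spread was found there. The hippocampal KI libraries at PWK 14 were spread from 20608 to 34409 normalized counts.

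**Figure D1:**
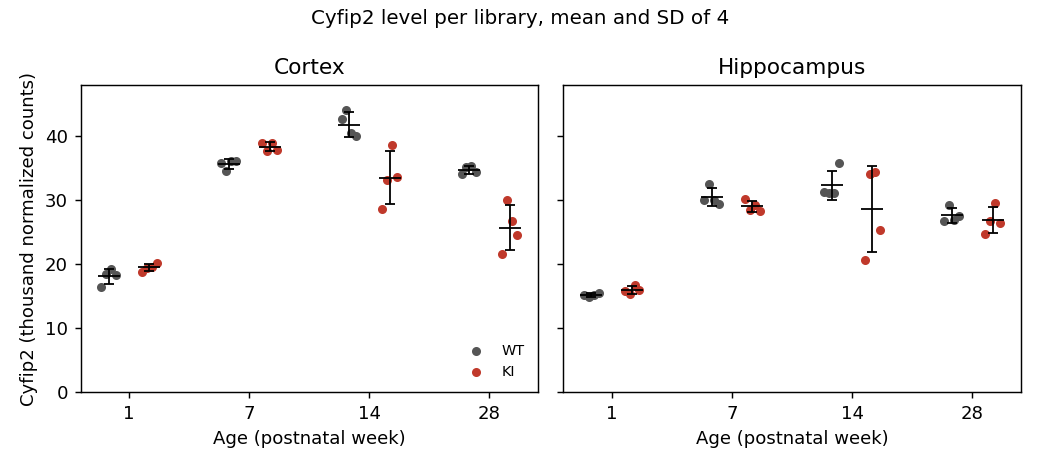
Normalized counts of *Cyfip2* against age in postnatal weeks for WT (grey) and KI (red) libraries of each region; points are libraries and bars show the mean and SD of 4. At PWK 28 the KI cortical libraries lay between 21597 and 30055 and the WT ones between 34022 and 35279.

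The number of DEGs was then determined at each age, to follow the transcriptome from the time before adult seizures to the time when they recur. In cortex, limma's test gave 1 DEG of 18311 genes tested at PWK 1 and 1 of 18358 at PWK 7, with 965 and 1477 genes at an unadjusted p under 0.05. At PWK 14, 951 of 18367 genes were called (455 higher and 496 lower in KI), and at PWK 28, 4081 of 18387 (2236 higher and 1845 lower). In hippocampus, 2 of 18361 genes were called at PWK 1 and 4 of 18390 at PWK 7, with 1003 and 1144 genes at an unadjusted p under 0.05. At PWK 14, 2870 of 18405 genes were called (1407 higher and 1463 lower), and at PWK 28, 2911 of 18389 (1640 higher and 1271 lower). Most changes were modest. The median absolute log2 fold change of the called genes was 0.53 and 0.50 in cortex and 0.56 and 0.40 in hippocampus at PWK 14 and 28, and 185, 811, 721 and 417 of the called genes in these comparisons reached an absolute log2 fold change of 1. The KI and WT libraries did not overlap for 14.2% and 25.8% of the genes tested in cortex and for 23.8% and 21.5% in hippocampus, where chance gives 2.86%. At PWK 1 and 7 this share was between 3.15% and 4.62%. A fit of all 64 libraries together raised the counts at PWK 14 to 1946 genes in cortex and 6050 in hippocampus. The counts also depended on single libraries: at PWK 14 they fell to 339 in cortex and to 1456 in hippocampus without WT replicate 1. The split into higher and lower genes depended on the scaling, since total-sum scaling changed the share of higher calls from 47.8% to 60.4% in cortex at PWK 14, from 54.8% to 43.7% in cortex at PWK 28 and from 56.3% to 40.6% in hippocampus at PWK 28. The correction for GC content and gene length changed it from 49.0% to 34.4% in hippocampus at PWK 14 and from 56.3% to 44.6% at PWK 28.

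**Figure D2:**
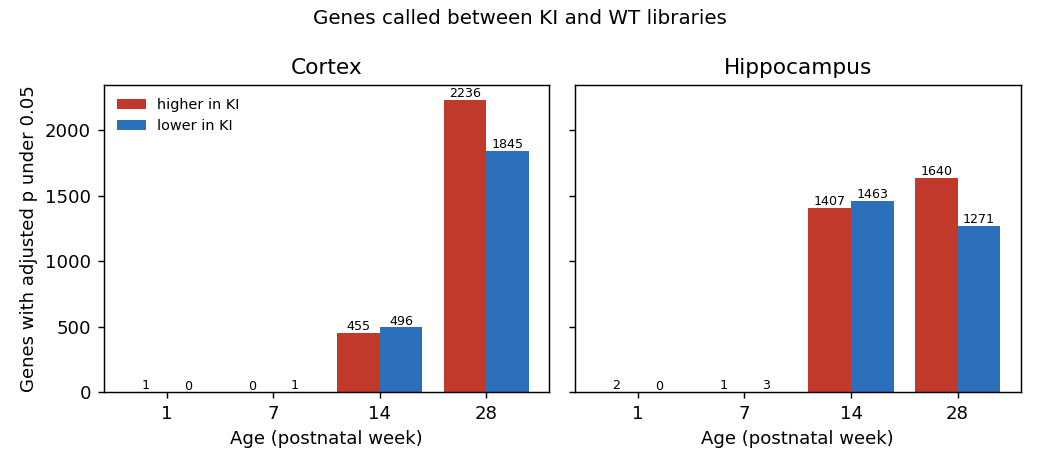
Number of genes with a limma adjusted p under 0.05 that were higher (red) or lower (blue) in KI than in WT libraries, against age in postnatal weeks, for each region. The counts were at most 3 per direction at PWK 1 and 7, and between 455 and 2236 at PWK 14 and 28.

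Few genes passed at the early ages. In hippocampus at PWK 1, *Tgfb1i1* (ENSMUSG00000030782, chromosome 7, 128246812 to 128255699) was at 891 ± 15.2 (SD, n = 4) in KI and 635 ± 31.2 (SD, n = 4) in WT mice, a log2 fold change of 0.49 (SE 0.05, adjusted p = 0.0226 in limma's test). It lost significance in 6 of the 8 fits without 1 library and in the fit of all 64 libraries. At PWK 7, *Nme2* (ENSMUSG00000020857, chromosome 11, 93949814 to 93956259) was lower in KI mice of both regions. It was at 497 ± 40.6 (SD, n = 4) against 1128 ± 86.1 (SD, n = 4) in cortex and at 458 ± 50.8 (SD, n = 4) against 1107 ± 98.4 (SD, n = 4) in hippocampus, with log2 fold changes of -1.18 (SE 0.07, adjusted p = 2.07e-05) and -1.27 (SE 0.09, adjusted p = 0.000149) in limma's test. Both *Nme2* calls were lost when all 64 libraries shared 1 estimate of the spread (adjusted p of 0.590 and 0.612). *Nme2* overlaps the gene *Gm20390*, with which it can share reads. The remaining early calls were genes whose libraries switched between 0 and well above 0 within groups: *Gm7367* in cortex at PWK 1, *Lenep* in hippocampus at PWK 1, and *Gm14440*, *Zxda* and *Gm20691* in hippocampus at PWK 7. Each of these had a library at 0 beside another of at least 10 normalized counts in at least 6 of the 16 groups, so their calls are uncertain. *Gm14440* and *Zxda* were listed at 0 in all 4 KI libraries, while their WT libraries lay between 129 and 608 and between 20.2 and 53.6. *Gm20691* was named after its values were seen.

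At PWK 14 in cortex, the largest increases were those of a gene without a name in the annotation (ENSMUSG00000118505), *Drd4* and *Acaa1b*. *Drd4* (ENSMUSG00000025496, chromosome 7, 141292006 to 141296464) rose from 5.08 ± 2.07 (SD, n = 4) in WT to 80.2 ± 33.1 (SD, n = 4) in KI mice, a log2 fold change of 3.73 (SE 0.36, adjusted p = 0.000725 in limma's test). The log2 fold changes of the other genes were 5.36 and 3.61. The largest decreases were those of the pseudogenes *Gm10222* and *Gm9531* and of *Ankrd63*. *Gm10222* and *Gm9531* also switched between 0 and higher values within 10 and 9 of the 16 groups, and all 4 KI libraries listed *Gm9531* at 0. *Ankrd63* fell by 2.40 on the log2 scale (adjusted p = 0.0418), and 5 of the 8 fits without 1 library no longer called it. At PWK 28 in cortex, *Slc6a5* (ENSMUSG00000039728, chromosome 7, 49910146 to 49963856) was at 445 ± 403 (SD, n = 4) in KI and 2.19 ± 0.955 (SD, n = 4) in WT mice, a log2 fold change of 6.42 (SE 0.77, adjusted p = 0.000534 in limma's test). *Gal* (ENSMUSG00000024907, chromosome 19, 3409915 to 3414544) was at 196 ± 138 (SD, n = 4) and 3.73 ± 4.31 (SD, n = 4), a log2 fold change of 5.68 (SE 0.88, adjusted p = 0.00173), and *Nkx1-2* rose by 6.38. *Ankrd63* (ENSMUSG00000078137, chromosome 2, 118699103 to 118703963) was at 104 ± 66.8 (SD, n = 4) in KI and 848 ± 87.4 (SD, n = 4) in WT mice, a log2 fold change of -3.27 (SE 0.41, adjusted p = 0.000648). *Cartpt* and *Dnah11* fell by 3.22 each, with adjusted p of 0.00177 and 0.0105. KI libraries did not overlap WT libraries for any of these genes.

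In hippocampus, *Slc6a5* had the largest increase at PWK 14, from 2.09 ± 1.94 (SD, n = 4) in WT to 1591 ± 1044 (SD, n = 4) in KI mice. Its log2 fold change was 9.08 (SE 0.56, adjusted p = 0.000114 in limma's test). At PWK 28 it was at 1027 ± 243 (SD, n = 4) against 4.21 ± 1.46 (SD, n = 4), a log2 fold change of 7.65 (SE 0.25, adjusted p = 4.05e-08). ENSMUSG00000118505 rose by 7.24 and 5.27 at the 2 ages and *Glra1* by 6.15 at PWK 14. *Eif4a-ps4*, a pseudogene listed at 0 in all 4 WT libraries and between 269 and 523 in KI libraries at PWK 28, had a library at 0 beside a higher one in 4 of the 16 groups. The largest decreases were those of *6330420H09Rik* (-3.67 at PWK 14 and -2.17 at PWK 28), *Cldn22* (-3.65 and -2.18), *Lbhd2* (-3.25 at PWK 14) and *Trpa1* (-4.05 at PWK 28). *Lbhd2* was not called without WT replicate 1 or WT replicate 2. *Trpa1* (ENSMUSG00000032769, chromosome 1, 14872648 to 14918862) was at 1.26 ± 1.08 (SD, n = 4) in KI and 33.2 ± 4.37 (SD, n = 4) in WT mice at PWK 28 (SE 0.41, adjusted p = 0.000138).

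Of the genes fixed in advance, 21 of 24 were in the table, and *Gfap* changed most. It was at 6697 ± 3823 (SD, n = 4) in KI and 2072 ± 313 (SD, n = 4) in WT cortex at PWK 14 and at 9450.2 ± 3456 (SD, n = 4) and 3176 ± 637 (SD, n = 4) at PWK 28. In hippocampus it was at 66135 ± 43641 (SD, n = 4) and 8637 ± 774 (SD, n = 4) at PWK 14 and at 37495 ± 5375 (SD, n = 4) and 9341 ± 446 (SD, n = 4) at PWK 28. The log2 fold changes were 1.56, 1.52, 2.75 and 2.00, with limma's adjusted p of 0.0112, 0.00148, 0.00129 and 3.35e-07. At PWK 14, KI replicate 1 lay far above the other KI mice in both regions, at 12404 and 131431, and *Gfap* was still called without it. *Aif1*, which marks microglia, was called at PWK 28 in cortex (223 ± 55.1 against 98.4 ± 3.44, SD, n = 4) and in hippocampus (130.2 ± 15.8 against 84.5 ± 7.5, SD, n = 4), the latter not in the fit of all 64 libraries. Among the synaptic genes, *Shank3* fell by 0.35 in cortex at PWK 14, *Gria2* fell by 0.39 and *Syt1* by 0.37 in hippocampus at PWK 14 (*Syt1* not without WT replicate 1), and *Grik5* rose by 0.62 (limma adjusted p = 0.000177) and *Syn1* by 0.40 in cortex at PWK 28. In hippocampus at PWK 28, *Syt1* fell by 0.20 and *Syn1* rose by 0.20, but neither was called without WT replicate 1 or WT replicate 4, *Syt1* also not without WT replicate 2, and *Syn1* also not after the GC content and length correction. The *Gria2* calls at PWK 28 in cortex (-0.19, adjusted p = 0.0370) and in hippocampus (-0.23, adjusted p = 0.00905) were lost after the GC content and length correction, and 6 of the 8 fits without 1 library also removed the cortical one. *Ptgds* was called in cortex at PWK 28 only, where it fell by 0.79 (adjusted p = 0.0186, not called without WT replicate 1 or WT replicate 3), and *Apod* was not called in any comparison. Over all genes tested, 2 and 9 genes of the list passed in cortex and 5 and 7 in hippocampus at PWK 14 and 28. The counts adjusted over the list alone were 5 and 10 in cortex and 8 and 9 in hippocampus. At PWK 1 and 7, 0 genes of the list passed over all genes tested in either region, and 3 and 4 passed in cortex and 0 and 0 in hippocampus when adjusted over the list alone. The list includes genes that the study had reported on from these samples, so the counts over the list alone are not independent evidence.

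To ask whether the transcriptome changed between the onset of adult seizures and their more severe phase, the effects at PWK 14 and PWK 28 were compared. In cortex, 673 genes were called at both ages, where 211 would overlap if the calls were independent, and 671 of them changed in the same direction. In hippocampus, 1323 genes were called at both ages against 455 for independent calls, all in the same direction. The log2 fold changes of the 2 ages correlated across genes with a Spearman rho of 0.478 in cortex and 0.571 in hippocampus, although genes are not independent replicates. The filter at a mean CPM of 1 moved these to 0.555 and 0.637, and without KI replicate 1 of PWK 14 the cortical rho was 0.353. The genotype effect itself was not found to differ between the 2 ages: limma's interaction test called 0 of 18398 genes in cortex and 0 of 18411 in hippocampus, with 2770 and 2274 genes at an unadjusted p under 0.05. The genes with the smallest interaction p in cortex were *Mat2a*, which changed by 0.04 at PWK 14 and -0.43 at PWK 28, and *Ccdc134*, with -0.01 and -0.95 (both with an adjusted p of 0.0749). In hippocampus they were *Igsf9b*, with 0.91 and -0.09, and *Sox21*, with -0.90 and 0.35 (both with an adjusted p of 0.0719). Single libraries decided these counts, since 822 genes were called in cortex without KI replicate 2 of PWK 28, 503 without KI replicate 1 of PWK 14, and 156 in hippocampus without KI replicate 4 of PWK 14 (genes whose KI effect differs between PWK 14 and PWK 28 in cortex and in hippocampus). Sample quality weights gave 908 genes in cortex.

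**Figure D3:**
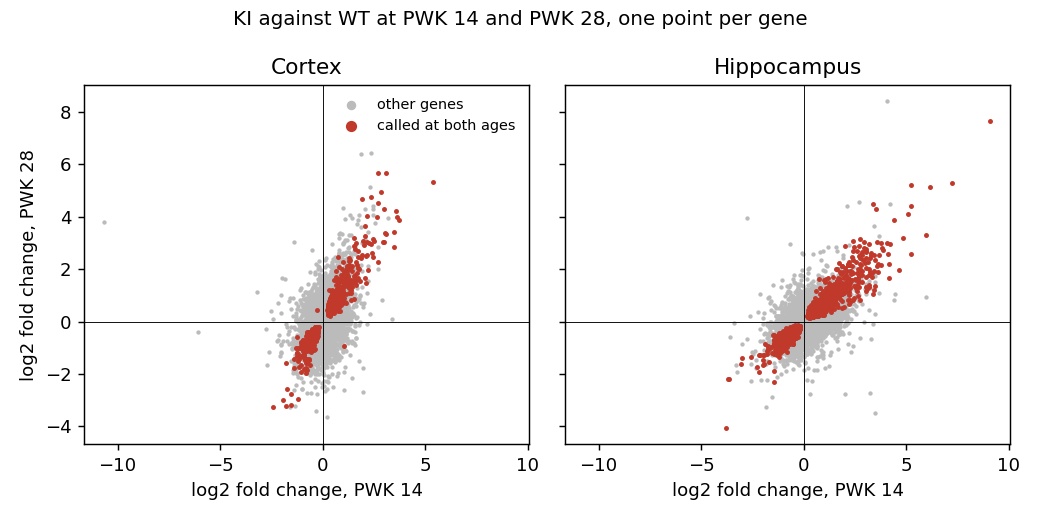
Log2 fold change of KI against WT at PWK 28 against that at PWK 14 for each region, one point per gene, with genes called at both ages in red (673 in cortex and 1323 in hippocampus). All red points but 2 in cortex lie in the quadrants of shared direction.

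Whether the knock-in affected both regions alike was tested at each age. At PWK 1, 0 of 18379 genes had a different effect in hippocampus and cortex, with 668 at an unadjusted p under 0.05, and at PWK 7 there was 1 (*Gm14440*, 1070 at an unadjusted p under 0.05). At PWK 14, 525 of 18424 genes differed in limma's interaction test, and at PWK 28, 841 of 18413. The size of the effect was larger in hippocampus for 430 of the 525 genes at PWK 14 but for 194 of the 841 genes at PWK 28. The effects had opposite directions for 328 and 475 of these genes. Only 42 of the 525 and 156 of the 841 genes were called in both regions. Most of the opposite signs therefore rest on an effect that was not called in at least 1 region. With the mouse as a block, 724 and 1259 genes were called, of which 443 and 792 were also called without it. Without WT replicate 1, the counts fell to 100 at PWK 14 and 383 at PWK 28. The smallest p at PWK 14 belonged to *Gm11549* (0.01 in cortex, 1.93 in hippocampus) and *Sstr2* (ENSMUSG00000047904, chromosome 11, 113619342 to 113626028). *Sstr2* rose in hippocampus from 257 ± 37.5 (SD, n = 4) in WT to 855 ± 106 (SD, n = 4) in KI mice (1.73) and changed by -0.29 in cortex, a difference of 2.02 (SE 0.17, adjusted p = 2.21e-05). At PWK 28 they belonged to *Eif4a-ps4* and *Nefm* (ENSMUSG00000022054, chromosome 14, 68082590 to 68124846). *Nefm* was at 3658 ± 383 (SD, n = 4) in KI and 6572 ± 580.4 (SD, n = 4) in WT cortex, but at 6101 ± 461 (SD, n = 4) and 4509 ± 274 (SD, n = 4) in hippocampus, a difference of 1.28 (SE 0.11, adjusted p = 1.97e-05) between log2 fold changes of -0.85 and 0.44. Despite these differences, 398 genes were called in both regions at PWK 14, 376 of them in the same direction, and 1456 at PWK 28, 1400 of them in the same direction.

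Gene lists were tested to ask which cell types and processes the changes touched. Over the 8 comparisons, camera called 71 of 160 tests of 20 lists, 36 higher and 35 lower in KI. The self-contained test fry kept 31 of these calls, and an estimated inter-gene correlation kept 2: cholesterol synthesis in cortex at PWK 1 and extracellular matrix in hippocampus at PWK 7. Calls that fry did not keep are weak evidence, and at PWK 1 and 7 fry kept 3 of 31 calls.

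Neuronal and synaptic lists moved in different ways. The study's synaptic list of 38 genes, which the study had picked from these libraries, was higher by a median of 0.04 in cortex at PWK 1 and at PWK 7 and lower by -0.05 in hippocampus at PWK 7, none of which fry kept. It was lower by -0.24 and -0.22 in cortex and by -0.31 and -0.12 in hippocampus at PWK 14 and 28, and fry kept all 4 of these calls (camera adjusted p between 1.51e-16 and 0.000161). The presynaptic list was called in cortex at PWK 1 (0.05), PWK 7 (0.04) and PWK 28 (0.25, 12 genes called higher and 4 lower, adjusted p = 0.00219), and fry kept the last. In hippocampus it was called only at PWK 7 (-0.03), without fry. The postsynaptic list was lower in cortex at PWK 14 (-0.18) and PWK 28 (-0.14), both kept by fry, and in hippocampus at PWK 14 (-0.20), not kept. Its early calls, 0.03 in cortex and -0.06 in hippocampus at PWK 7, were not kept either. The list of general neuron markers was called in hippocampus only, at PWK 7 (-0.07, not kept by fry) and at PWK 28 (0.09, kept). The CA1 pyramidal neuron list was lower in hippocampus at PWK 14 (-0.48, adjusted p = 0.00219, 6 of 10 genes called lower, kept by fry). The GABAergic interneuron list was lower in hippocampus at PWK 1 (-0.11) and PWK 7 (-0.07) and higher at PWK 28 (0.13), of which fry kept the last. Among the calls kept by fry, that of the neuron list at PWK 28 was lost without KI replicate 3 and that of the interneuron list without KI replicate 4 or WT replicate 3. The RNA splicing list was lower in cortex at PWK 28 (-0.14, adjusted p = 7.01e-06, 12 of 31 genes called lower) and in hippocampus at PWK 14 (-0.13) and PWK 28 (-0.13), all kept by fry.

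Glial and immune lists were higher mainly in hippocampus. The reactive astrocyte list rose by a median of 2.17 at PWK 14 (adjusted p = 5.68e-09) and 1.01 at PWK 28 (adjusted p = 1.18e-10), with 10 of 15 genes called higher at each age. In cortex it rose by 0.18 and 0.28, of which fry kept the PWK 28 call only, and in hippocampus at PWK 7 by 0.14, not kept. The astrocyte list was lower in cortex at PWK 7 (-0.08, not kept) and higher in hippocampus at PWK 28 (0.24, kept). The microglia list was lower in cortex at PWK 7 (-0.11, not kept) and higher in hippocampus at PWK 14 (0.75, not kept) and PWK 28 (0.57, adjusted p = 1.26e-08, 12 of 15 genes called higher, kept). The list of cytokine and complement genes was higher in hippocampus at PWK 14 (1.35, adjusted p = 2.74e-06) and PWK 28 (0.83, adjusted p = 3.53e-08), both kept by fry. The oligodendrocyte list was higher in cortex at PWK 7 (0.08) and in hippocampus at PWK 1 (0.29), PWK 7 (0.19) and PWK 28 (0.24) and lower in cortex at PWK 28 (-0.27), none of which fry kept, and the same held for the list of oligodendrocyte precursors, lower in cortex at PWK 1 (-0.11) and PWK 14 (-0.22). The endothelial list was lower in cortex at PWK 7 (-0.09, not kept) and PWK 14 (-0.28, kept) and higher in hippocampus at PWK 28 (0.21, not kept). The extracellular matrix list was higher in cortex at PWK 7 (0.08, not kept by fry), PWK 14 (0.27) and PWK 28 (0.61) and in hippocampus at PWK 7 (0.23, adjusted p = 1.63e-09), PWK 14 (0.47) and PWK 28 (0.10, not called without WT replicate 2), which fry kept.

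Lists that can mark tissue carried over at dissection also differed. The blood list of 6 genes was lower in cortex at PWK 7 (-0.18), PWK 14 (-0.70) and PWK 28 (-0.83) and in hippocampus at PWK 14 (-0.55) and PWK 28 (-0.60), and fry kept the call in cortex at PWK 28. The choroid plexus list was lower in hippocampus at PWK 1 (-1.14) and higher at PWK 7 (1.06), but without KI replicate 3 at PWK 1 and without WT replicate 3 at PWK 7 neither was called (choroid plexus set at PWK 1 in hippocampus, median -0.15, and choroid plexus set at PWK 7 in hippocampus, median 0.08). The ependymal list was higher in hippocampus at PWK 7 only (0.29, not kept by fry), and this call too was lost without WT replicate 3.

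The cholesterol synthesis list of 20 genes changed direction with age. Its median log2 fold change was -0.21 in cortex at PWK 1 (adjusted p = 3.44e-27) and -0.14 in hippocampus (adjusted p = 5.66e-16), both kept by fry, although 0 genes of the list were called on their own. Adjusted over the list alone, 16 and 11 of its 20 genes passed. The mean log2 level of the list was lower in all 4 KI libraries than in every WT library in both regions at PWK 1, by -0.21 in cortex and -0.13 in hippocampus (exact two-sided permutation test, p = 0.0286 each, the smallest that 4 against 4 can give, n = 4). At PWK 7 the list was lower by -0.11 in cortex and -0.06 in hippocampus, not kept by fry. At PWK 14 it was higher by 0.10 in cortex (not kept by fry, and not called without KI replicate 1) and by 0.56 in hippocampus (adjusted p = 3.73e-13, 16 of 20 genes called higher, kept). At PWK 28 it was higher by 0.33 in cortex (not kept by fry) and was not called in hippocampus (0.13). The list of activity-regulated genes was higher in cortex at PWK 7 (0.30, not kept by fry) and in hippocampus at PWK 14 (0.79, adjusted p = 1.27e-05, kept), and was called lower in hippocampus at PWK 7 (-0.03, not kept).

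**Figure D4:**
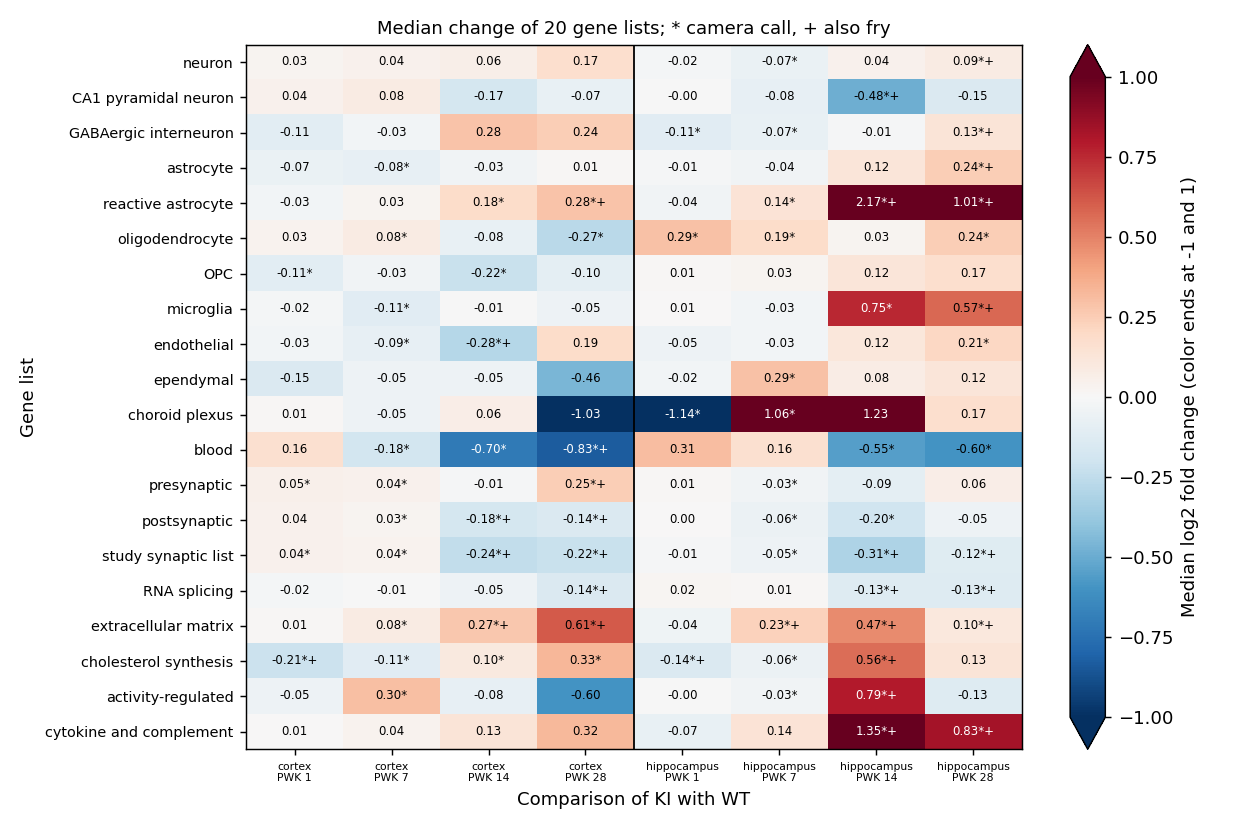
Median log2 fold change of KI against WT for 20 gene lists and 8 comparisons, shown as numbers and as color from blue (lower) to red (higher), with an asterisk for a camera call and a plus sign where fry kept it. The largest medians were those of the reactive astrocyte list in hippocampus, 2.17 at PWK 14 and 1.01 at PWK 28, and of the cytokine and complement list there at PWK 14 (1.35) among the calls that fry kept.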

Values the study reported

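The study reported 20 differentially expressed genes at PWK 1, 41 at PWK 7 and 3,755 at PWK 14 in the hippocampus of *Cyfip2* +*/R87C mice. For PWK 28 its text gave no number and stated that there were more such genes than at PWK 14, above all in the cortex.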

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

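The tests on gene copies, with the choroid plexus score and of a scaling error with gene lists in this part were chosen after the results had been seen. The other tests here were fixed beforehand.

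Single libraries stood apart from the other 3 of their group in 7 of 72 groups examined, by a gap that covered most of the group's range, where chance alone gives 3.6. In depth, the PWK 28 cortex libraries of WT replicate 2 and KI replicate 2 had 28.8 and 28.7 M estimated reads, where the others of their groups had between 31.1 and 31.2 M and between 30.5 and 30.9 M. WT replicate 2 of the PWK 1 hippocampus had 36.5 M, where the others had between 33.2 and 33.7 M. For these depths no biological explanation was tested. In gene levels, *Cyfip2* was at 35756 in WT replicate 4 of the PWK 14 hippocampus (others at most 31256) and *Trpa1* was at 39.7 in WT replicate 2 of the PWK 28 hippocampus (others at most 31.6). *Gfap* was at 12404 in KI replicate 1 of the PWK 14 cortex (others at most 5221) and at 131431 in KI replicate 1 of the PWK 14 hippocampus (others at most 47169). For *Cyfip2* and *Trpa1*, the median log2 ratio of all genes to the other 3 libraries was at most 0.018, but the scaling holds this median near 0. A scaling error of the whole library would also move the gene lists as far as the gene. *Trpa1* had a log2 ratio of 0.35, against 0.016, -0.021 and 0.028 for the astrocyte, reactive astrocyte and cholesterol synthesis lists. *Cyfip2* had one of 0.20, against 0.085, -0.088 and -0.077. These values argue against a scaling error in these 2 libraries.

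The *Gfap* values came from libraries of equal number in both regions, which were taken as one mouse. A scaling error of the whole library would move all gene lists as far as *Gfap*, but the median log2 ratios of the astrocyte and cholesterol synthesis lists were at most 0.24 in these 2 libraries, so it does not account for the values. A tissue piece richer in astrocytes would raise all astrocyte genes alike. The astrocyte list was higher by a median of 0.06 in cortex and 0.23 in hippocampus relative to the other 3 KI libraries, against log2 ratios of 1.38 and 1.57 for *Gfap* and 0.55 and 1.91 for the reactive astrocyte list. More astrocytes therefore do not account for it. A stronger reaction of the astrocytes in this mouse may explain it and stays open as a hypothesis, since only 1 mouse shows it.

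The genotype effect differed between hippocampus and cortex for 1 gene at PWK 7, 525 genes at PWK 14 and 841 genes at PWK 28. At PWK 14 and at PWK 28, 1 of the 35 splits of the 8 mice, the real one, gave as many genes. At PWK 7, 3 of the 35 splits gave as many, so that 1 gene is within what other splits give. At PWK 1, where 0 genes were called (668 at an unadjusted p under 0.05), 35 of the 35 splits gave as many. No split can give fewer than 0, so that count cannot judge the result. GC content and gene length do not account for the differences, because after a correction for both 87.0% of the calls at PWK 14 and 91.7% at PWK 28 were kept. Genes near the floor in one region do not account for them either, since 87.2% and 90.5% of the called genes had a mean CPM of at least 1 in the WT libraries of both regions. The choroid plexus list did shift, with a median of 1.23 in hippocampus and 0.06 in cortex at PWK 14 and of 0.17 and -1.03 at PWK 28, although 0 of its 13 genes were among the calls at either age. With each library's choroid plexus score in the model, 93.5% of the calls at PWK 14 and 75.9% at PWK 28 were kept, so carried-over choroid plexus does not account for most of them. Regional differences in the response to the knock-in or to the seizures may explain the pattern. They remain a hypothesis, and the seizures and the genotype cannot be separated in these groups.

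Of the single genes behind these counts, *Gm14440* differed by -9.98 between hippocampus and cortex at PWK 7 and *Eif4a-ps4* by 8.40 at PWK 28. Both genes were listed at 0 in whole groups of these comparisons, so the size of these values is set by the pseudocount. Libraries at 0 beside libraries of at least 10 normalized counts occurred in 6 of the 16 groups for *Gm14440* and in 4 of the 16 for *Eif4a-ps4*, and 118 genes (0.640% of the table) did so in at least 4 groups. These counts restate the values that drew attention to the genes, and gene copies themselves were not examined. Reads assigned between near-identical gene copies therefore cannot be told apart from a change of expression for these 2 genes. *Gm11549* differed by 1.92 and *Sstr2* by 2.02 at PWK 14 and *Nefm* by 1.28 at PWK 28. These genes were called in the same direction after the GC content and length correction. What separates the regions for these genes was not tested further.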

How the results depend on the processing

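No call of a gene or gene set was reversed under any alternative that was run, although the balance of higher and lower calls was, and the median of the activity-regulated set at PWK 7 in hippocampus moved from -0.03 to 0.02 without KI replicate 1 and to 0.05 without WT replicate 4. Scaling recomputed within the libraries compared, no filter and a pseudocount of 0.1 left every count of DEGs within 1.5 times its value. For the results that moved, the cause was not tested unless it is named.

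Requiring an absolute log2 fold change of at least 1 can only remove genes. It left 185 in cortex at PWK 14, 811 in cortex at PWK 28, 1 in hippocampus at PWK 1, 721 at PWK 14 and 417 at PWK 28. With a mean CPM of at least 1, which tests fewer genes, 0 genes were called in cortex at PWK 1 (main value 1), 1 in hippocampus at PWK 1 (main value 2) and 2 at PWK 7 (main value 4), 7 gene sets in cortex at PWK 1, 0 genes for the regional difference at PWK 7, and the correlations of the PWK 14 and PWK 28 changes were 0.555 in cortex and 0.637 in hippocampus. One fit of all 64 libraries, which shares the spread across ages, gave 4 genes in cortex at PWK 1, 0 at PWK 7 and 1946 at PWK 14, and 0 genes in hippocampus at PWK 1, 1 at PWK 7 and 6050 at PWK 14.

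The replicate numbers of KI and WT mice did not pair them, since 10 of 32 pairs of equal number correlated over 0.1 in their deviations (mean 0.026, against -0.009 for other numbers). With the number as a replicate block, 0 genes were called in cortex at PWK 1, 0 in hippocampus at PWK 1 and 1788 in hippocampus at PWK 14. The other counts of DEGs stayed within 1.5 times, and 8 of 94 calls of named genes and 2 of 71 gene set calls were lost. With the mouse as a block, 0 genes differed between the regions at PWK 7.

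Estimating the inter-gene correlation left 1, 0, 0 and 0 gene sets called in cortex and 0, 1, 0 and 0 in hippocampus at PWK 1, 7, 14 and 28. With fry, 1 and 0 sets were called in cortex and 1 and 1 in hippocampus at PWK 1 and 7, while at the later ages the number stayed within 1.5 times of camera's.

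Of the alternatives chosen after seeing the data, sample quality weights gave 908 genes with a different effect at PWK 28 than at PWK 14 in cortex, 1027 genes for the regional difference at PWK 14 and 0 at PWK 7. *Cyfip2* in cortex at PWK 14 passed the threshold with these weights (-0.28, limma adjusted p = 0.0439) and with the GC content and length correction (-0.34, adjusted p = 0.0485), while over its alternatives the adjusted p ranged from 0.0186 to 0.144. Total-sum scaling gave 60.4% higher calls in cortex at PWK 14 (main value 47.8%), 43.7% in cortex at PWK 28 (54.8%) and 40.6% in hippocampus at PWK 28 (56.3%). The GC content and length correction gave 34.4% in hippocampus at PWK 14 (49.0%) and 44.6% at PWK 28 (56.3%).

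Leaving out each library in turn gave from 0 to 1 genes in cortex at PWK 1, 1 to 4 at PWK 7, 339 (without WT replicate 1) to 1001 at PWK 14 and 2782 to 5090 (without KI replicate 2) at PWK 28. In hippocampus it gave from 0 to 4 genes at PWK 1, 4 to 7 at PWK 7, 1456 (without WT replicate 1) to 3205 at PWK 14 and 1881 (without WT replicate 1) to 2880 at PWK 28. The numbers of gene sets were from 1 to 8 in cortex at PWK 1, and in hippocampus from 3 to 7 at PWK 1 and 6 to 14 at PWK 7. *Cyfip2* in cortex at PWK 14 ranged from -0.40 to -0.25. Genes with a different effect at PWK 28 than at PWK 14 ranged from 0 to 822 in cortex, where the highest count came without KI replicate 2 of PWK 28, and from 0 to 156 in hippocampus, without KI replicate 4 of PWK 14. For the regional difference the ranges were 0 to 1 at PWK 1, 0 to 1 at PWK 7, 100 (without WT replicate 1) to 1032 (without KI replicate 1) at PWK 14 and 383 (without WT replicate 1) to 1399 (without KI replicate 2) at PWK 28. Genes changed the same way at both late ages ranged from 257 to 735 in cortex and from 842 to 1501 in hippocampus, and the correlation of the changes from 0.353 to 0.512 and from 0.513 to 0.590. A group of 3 has less power, and that alone lowers the counts.

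Of the 94 calls of named genes, leaving out a library lost 22 at least once, the 64-library fit lost 7, the GC content and length correction 4, total-sum scaling 3 and a pseudocount of 0.1 lost 2. Of the 71 gene set calls, 28 were lost at least once without a library. DESeq2, edgeR with TMM scaling and voom quality weights were planned but not run, because the table holds no counts. Xist as a covariate was not run, since Xist was not analysed here and all libraries expressed Y-linked genes. Because reads could not be recovered, no counting error could be given for genes near 0, which limits the calls on weakly expressed genes.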

Other observations

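Most tests in this part were chosen after the results had been seen. The splits of the libraries, the tests of the cholesterol synthesis list at PWK 1 and the test of reads moved from *Nme2* were fixed beforehand.

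The number of DEGs in hippocampus at PWK 1 was 2. That is lower than the value quoted from the study above. The number at PWK 7 was 4. That is lower than the value quoted from the study above. The number at PWK 14 was 2870, which is also lower than the quoted value. The tools and filters differed, and which of these sets the numbers apart was not tested.

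Other splits of the same 8 libraries into groups of 4 were used to judge the number of DEGs. In cortex, 12 of 35 splits at PWK 1 and 13 of 35 at PWK 7 gave as many DEGs as the genotypes, and 1 of 35, the genotypes themselves, at PWK 14 and at PWK 28. In hippocampus, 2 of 35 splits at PWK 1 gave as many, and 1 of 35 at PWK 7, PWK 14 and PWK 28. No other split gave more than 3 genes at PWK 14 or 28. The early calls are thus within what other splits give, apart from those in hippocampus at PWK 7, of which 3 of 4 are genes that switch between 0 and higher values. The numbers of gene sets were less distinct: as many sets were called in 30, 1, 17 and 14 of the 35 splits in cortex and in 25, 6, 13 and 9 in hippocampus at PWK 1, 7, 14 and 28. For the genes changed the same way at PWK 14 and 28, 1 of 100 drawn pairs of splits, the real one, gave as many in each region. For the difference between these ages, 0 genes were called (2770 and 2274 at an unadjusted p under 0.05). Here 100 of 100 drawn splits gave as many in both regions, but no split can give fewer than 0. This count therefore cannot judge the result. Splits that exchange genotypes at one age turn the shared effect into a difference and gave up to 3569 genes in cortex and 3170 in hippocampus.

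Technical explanations for the many DEGs at PWK 14 and 28 were examined. After correction for GC content and gene length at least 85.1% of the calls were kept, and under the other scalings at least 85.2%, so neither trend nor the scaling across all 64 libraries accounts for them. The comparison with the largest gap in depth, hippocampus at PWK 7 (33.0 against 28.7 M estimated reads), had 4 DEGs. A lower share of neurons alone would raise the lists of other cell types alike. In cortex at PWK 28 these moved apart by up to 0.42 in mean log2 level, from oligodendrocytes at -0.28 to endothelial cells at 0.15 (exact permutation p = 0.0286, n = 4), which speaks against it. In hippocampus at PWK 28 the gap was within what relabelled libraries give (0.39, exact p = 0.114) and all 5 lists rose, but the neuron list was also higher in 4 of 4 KI libraries than in every WT library (0.12, exact p = 0.0286, n = 4), which a lower share of neurons would not give. At PWK 14 it cannot be told apart in either region. In cortex the gap was 0.28 (exact p = 0.371), and although all 5 lists were lower, their mean of -0.12 was within the spread (exact p = 0.257). In hippocampus the gap was 0.68 (exact p = 0.171) and the neuron list was higher by 0.06 (exact p = 0.314). These p values are not adjusted for the 3 tests made in each comparison. A response to recurrent seizures, to the allele or to both may explain the changes, and these groups cannot tell them apart.

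*Cyfip2* itself was lower in KI cortex at PWK 28. If reads of the edited allele were counted less well, it would be lower at all ages, but its log2 fold change in cortex was at least 0.11 at PWK 1 and 7. The neuron list had a median of 0.17 at PWK 28, and its mean log2 level was higher in 4 of 4 KI libraries than in every WT library, so fewer neurons do not explain it, and after the GC content and length correction *Cyfip2* was at -0.47. A change of its expression in older KI cortex is a hypothesis that remains.

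The cholesterol synthesis list was lower in KI mice at PWK 1 in both regions and higher at PWK 14. At PWK 1, 1 of the 35 splits of the 8 libraries, the real one, gave a median as far from 0 in cortex and 1 of 35 in hippocampus. The list remained lower after the GC content and length correction, at -0.20 in cortex and -0.13 in hippocampus. With fewer glial cells, the glial lists would fall as far. In hippocampus the cholesterol list lay below the astrocyte, oligodendrocyte and precursor lists in 8 of the 8 fits without 1 library, which speaks against that explanation. In cortex this held in 7 of 8 fits, so that a lower share of glial cells cannot be told apart from a change within cells there. The difference between the late and the early effect was then tested. The late effect on the mean log2 level was averaged over PWK 14 and 28 and the early one over PWK 1 and 7. The late effect exceeded the early one by 0.38 in cortex (p = 1e-05, the smallest that 100000 permutations can give, adjusted 2e-05) and by 0.40 in hippocampus (permutation p = 0.00153, adjusted 0.00153). This test was chosen after the change of direction had been seen, so its p values are not independent of that observation. An early effect that only faded would also give a positive difference. The change of sign itself rests on the comparisons with WT at single ages that follow. The difference from WT was 4 of 4 libraries without overlap at PWK 1 in both regions and at PWK 14 in both, but at PWK 28 in hippocampus it was 0.13 with 2 KI libraries above and 2 below all WT libraries (exact p = 0.457, n = 4). At PWK 7 in hippocampus the difference was -0.05, with 1 KI library below all WT libraries (exact p = 0.429, n = 4). An effect of the genotype on cholesterol synthesis that changes sign with age is consistent with the 0.38 difference. The late rise may also come from the seizures, which was not tested. In hippocampus at PWK 28 the KI libraries split alike on this list and the activity-regulated list. Replicates 1 and 3 had activity-regulated scores of 11.14 and 10.60 and cholesterol scores of 10.81 and 10.67. Replicates 2 and 4 had 9.34 and 8.91, with cholesterol scores of 10.14 and 10.17. In cortex at PWK 28, KI replicate 4 had the lowest activity-regulated score (9.07). Its cholesterol score of 10.72 still lay above the highest WT value of 10.67.

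Activity-regulated genes varied between KI mice at the late ages. Over the 8 KI mice of PWK 14 and 28, the deviations of the list from the group mean in cortex and hippocampus correlated. Pearson r was 0.865 (exact one-sided permutation p = 0.0243, adjusted over the 2 genotypes 0.0486). Spearman rho was 0.833 (exact one-sided permutation p = 0.0208). Without the 2 mice farthest from the median r was 0.812. Over the 8 WT mice r was 0.496 (exact one-sided permutation p = 0.182) and rho 0.333 (exact one-sided p = 0.274). Without the 2 farthest, r was 0.129. The KI mice were spread more widely, with a ratio of the standard deviations of 4.66 in hippocampus and 8.97 in cortex (exact one-sided p = 0.000408 over 4900 relabellings). Handling at collection alike in both genotypes would spread WT mice as widely and does not account for this. A state of the mouse that reaches both regions, such as a recent seizure, is a candidate explanation in view of the r of 0.865. Seizures of these mice were not analysed here. *Npas4* and *Egr1*, both on this list, had correlations of 0.970 and 0.897 between the regions over all 32 mice.

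*Nme2* was lower in KI mice at PWK 7 and 28 in both regions, but its level may follow the mouse rather than the edited allele. Of the 16 KI libraries at PWK 1 and 14, 11 lay within the range of the WT libraries of their region and age, which the edited allele alone would not give. Reads moved to the overlapping genes would make these fall as *Nme2* rises, but over the 64 libraries the deviations of *Nme2* correlated at 0.127 with *Nme1* and 0.468 with *Gm20390*. Deviations from group means leave out the genotype difference itself. At PWK 28, *Nme1* was higher in every KI than in every WT library, as moved reads would give. It was at 3594 to 5385 against 2318 to 2727 in cortex and 2348 to 2763 against 1714 to 2013 in hippocampus. At PWK 7 the *Nme1* values of KI and WT overlapped in both regions. Moved reads are therefore not excluded at PWK 28. In 24 of the 32 mice, both regions deviated in the same direction from their groups (one-sided permutation p = 0.0280, mean of 17.5 under other pairings), and the correlation of the regions over the mice was 0.925. These values can arise from an inherited difference between mice that is not fully tied to the edited allele. *Nme2* and *Cyfip2* both lie on chromosome 11, and every KI library lay below every WT library at PWK 7 and 28. A partial tie to the edited allele is therefore not excluded. Such a difference was not tested on sequence. Over 12819 genes, 41 had such a correlation over 0.8, against at most 9 under 100 other pairings, among them *Pisd-ps1* (0.968), *Fam177a* (0.960) and the Y-linked *Eif2s3y* (0.957).

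*Slc6a5* and *Glra1*, which serve glycine signalling, were far higher in KI hippocampus at PWK 14 and 28. Hindbrain tissue carried over at dissection would also bring other transcripts of hindbrain neurons. Of 20 hindbrain genes listed for this test, 14 were in the table, and 9 of the 14 were higher in KI mice at each age. The largest rise was 67.4% of that of *Slc6a5* at PWK 14 (*Spp1*, by 1070.4 normalized counts). *Th* rose by 74.5 and 90.8 and *Tph2* by 43.8 and 4.50, while *Slc17a6* fell by 255 and by 235. The median rise of the list was 3.29 at PWK 14 and 1.08 at PWK 28. A narrower choice tried first, *Chat*, *Slc5a7*, *Slc18a3* and *Slc6a4*, had a highest value of 64.4 in these KI libraries against a lowest *Slc6a5* of 744 and spoke against carried-over tissue, but it left out the genes of the list that rose. *Spp1* is also expressed by microglia, whose list was higher at this age, so its rise can have another source. On the whole list, carried-over hindbrain cannot be told apart from expression of *Slc6a5* by cells of the KI hippocampus, which may explain the rise and stays a hypothesis.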
